A study of Saccharomyces cerevisiae with 72 samples.

How the data were processed

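DNA replication was followed by whole-genome sequencing of budding yeast (Saccharomyces cerevisiae, W303 background) released from a G1 arrest. Per the labels, cells were held in G1 with the mating pheromone alpha factor, auxin (IAA) was added together with a shift to a higher temperature so that proteins carrying an auxin-inducible degron (AID) were degraded, and cells were then washed into medium with IAA. All 4 strains lacked the SWE1 gene and carried Cdc55, a regulatory subunit of the phosphatase PP2A, as an AID fusion. Strain A had the wild-type genes PPH3 and SLD3, the latter with a myc tag. Strain B had the sld3-R(2A) allele with that tag. Strain C had Pph3, the catalytic subunit of the phosphatase PP4, as an AID fusion and the tagged SLD3, and strain D combined the Pph3 fusion with sld3-R(2A). Sld3 is a protein needed to start replication at origins.

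The series lists 72 samples. The 44 libraries used here are 11 time points from 15 to 80 minutes after release in each of the 4 strains, with 1 library per strain and minute. The 4 G1 libraries entered only as the denominators of the deposited ratios. The 24 chromatin immunoprecipitation samples, 12 for Mcm4-3HA and 12 for Sld2-6HA, were not analysed here.

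Each deposited table gives, for 1-kb bins, a ratio computed by the authors. Per the file headers, reads per bin of the S-phase library were divided by reads per bin of the G1 library of the same strain and multiplied by a scale factor, which the table also lists. The mean of the ratios differed from the scale factor by at most 0.005 in any library, and the factors ran from 1.039 to 2.0. On that scale a ratio near 1 would stand for unreplicated DNA and a ratio near 2 for replicated DNA. The scale is approximate, as the earliest bins averaged above 2 in some libraries. How the factor was set for each library, the aligner, the read filters and the genome build are stated neither in the labels nor in the tables. Read counts are not listed, so sequencing depth is unknown and no interval that needs it is given. The noise of single bins stood in for it, estimated from differences between neighbouring bins of ratios divided by the library median. This noise lay between 0.0425 and 0.0688. Tables held 11303 to 11323 bins, 11331 bins were listed in at least 1 table, and the analysis used the 11277 bins listed in all 44. Coordinates are those of the tables, written with the first base of a chromosome as position 1.

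The ratio spread of a library is the standard deviation of its ratios over bins divided by their median. The early-to-late ratio is the median ratio of early bins over that of late bins, in which the scale factor cancels. Early and late bins are the 10% of bins with the earliest and the latest relative timing averaged over the 4 strains, 1128 bins each. The centroid of the early-to-late ratio is the mean minute weighted by the excess of the ratio over 1. Relative timing is the area under the ratio divided by the library median, from 15 to 80 minutes, minus the genome median of that area, in minutes, with higher values for earlier bins. Timing spread is its standard deviation over bins. The replication time of a bin (Trep) is the minute at which its ratio, averaged over 5 kb with at least 3 bins present and made monotone in time, crossed 1.5. Trep was to be computed only if the median ratio rose by more than 0.5 between 15 and 80 minutes, and it rose by 0.852 or more in each strain. Peaks are local maxima of the 5-kb running mean within 10 kb on each side with a prominence above 3 times the bin noise, called in the library of each strain with the largest ratio spread, and peaks of 2 strains within 5 kb counted as shared. Chromosome ends are bins within 30 kb of the first or last listed bin of a chromosome, and their median difference was placed among 10000 rotations of the class along the concatenated genome.

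Strains were compared as B with A, C with A, D with A, D with B and D with C. The interaction is the D minus C difference less the B minus A difference. With 1 culture per strain no test between strains is possible. Standard errors (SE) come from leaving out each of the 16 chromosomes in turn, and they describe spread along the genome, not between cultures. The share of common peaks has a 95% Wilson interval, which covers counting error only. Loci named in the text follow a rule set before the data were examined, as were the grouping, the measures and most alternatives. The rule took the 5 bins with the largest positive and the 5 with the largest negative difference of relative timing between D and A, with the same sign before and after 5-kb smoothing and at least 30 kb apart. The planned form of the rule used annotated origins, and the planned measures at origins and centromeres needed them too. No such annotation was used here, and since no build is named, gene coordinates were not joined to the bins.

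Alternatives changed the smoothing, the measure of spread, the share or source of the early and late bins, the denominator, the time window, the scale, the crossing level, the peak threshold, the distance for shared peaks, the width of chromosome ends and the time points used. Bins near chromosome ends and within 30 kb of the longest unlisted stretch of chromosome XII were left out in another. Alternatives added after the data had been seen were scale factors made monotone in time, scale factors replaced by the mean of the 4 strains at each minute, and a correction that divided each strain by its mean profile at 15, 70 and 80 minutes. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The measures were tested on simulated data with 11277 bins. The error of Trep had a median of -0.013 minutes and a standard deviation of 0.467 minutes, differences of 4 and 10 minutes came out as 4.002 and 10.048 minutes, 85.5% of 297 simulated origins had a peak, and 98.8% of 257 peaks lay at an origin. Relative timing, with its sign reversed, correlated with the simulated times at 0.858. Inefficient origins and errors of the scale factors were not simulated. The real libraries used for peaks gave 56 to 111 of them, so these accuracies need not hold there.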

Results

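Replication was measured as the ratio of S-phase to G1 DNA in 1-kb bins in 4 strains and at 11 time points each, 44 libraries in all. The strains form a factorial design: the initiation factor Sld3 was wild type in A and C and sld3-R(2A) in B and D, and the PP4 subunit Pph3 was present in A and B and depleted in C and D. The design asks how the loss of phosphatase activity and the Sld3 allele change the course of S phase and the order in which origins fire. Cdc55 was depleted in every strain, so no library had an intact PP2A-Cdc55. Each strain and minute had 1 library, and no difference between strains reported here has a replicate check. Sequencing depth is unknown.

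Bulk DNA content, as given by the scale factors the authors deposited, rose from between 1.049 and 1.111 at 15 minutes to 2.0 at 70 minutes in each strain. At 40 minutes the factor was 1.801 in A, 1.573 in B, 1.671 in C and 1.425 in D. It reached 1.5 at 31.6 minutes in A, 34.6 minutes in C, 38.1 minutes in B and 42.3 minutes in D. The rise from 1.25 to 1.75 took 13.5 minutes in A, 15.8 in B, 16.3 in C and 21.0 in D. The factor of D was below that of A at 8 of 11 time points, above it at 2 and equal at 1, and the largest gap was -0.376 at 40 minutes.

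The ratio spread, which is independent of the scale factor, was 0.0565 to 0.0704 at 15 minutes. It peaked in A at 0.199 (SE 0.0046) at 35 minutes, in C at 0.192 (SE 0.0053) at 35 minutes, in B at 0.188 (SE 0.0048) at 40 minutes and in D at 0.177 (SE 0.0051) at 45 minutes. The median absolute deviation in place of the standard deviation moved these values most and gave 0.236 in A, 0.233 in C, 0.224 in B and 0.211 in D.

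The early-to-late ratio was largest in A at 35 minutes, with 1.743 (SE 0.011), and in C at 40 minutes, with 1.731 (SE 0.009). In B it reached 1.657 (SE 0.009) at 40 minutes and in D 1.623 (SE 0.016) at 50 minutes. At 60 minutes the ratio of D was still 1.294, against 1.071 in A, 1.101 in B and 1.084 in C. The centroid of the curve lay at 39.98 minutes in A, 43.11 in B, 43.74 in C and 49.31 in D. The centroid was later than in A by 3.14 minutes (SE 0.208) in B, 3.76 minutes (SE 0.232) in C and 9.33 minutes (SE 0.149) in D. Taking the early and late bins from strain A alone moved the centroids most. The delay was then 6.79 minutes in D, and the differences of B and C changed sign to -0.127 and -0.158 minutes. The plot of scale factor, ratio spread and early-to-late ratio against time shows the order of the 4 strains.

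**Figure D1:**
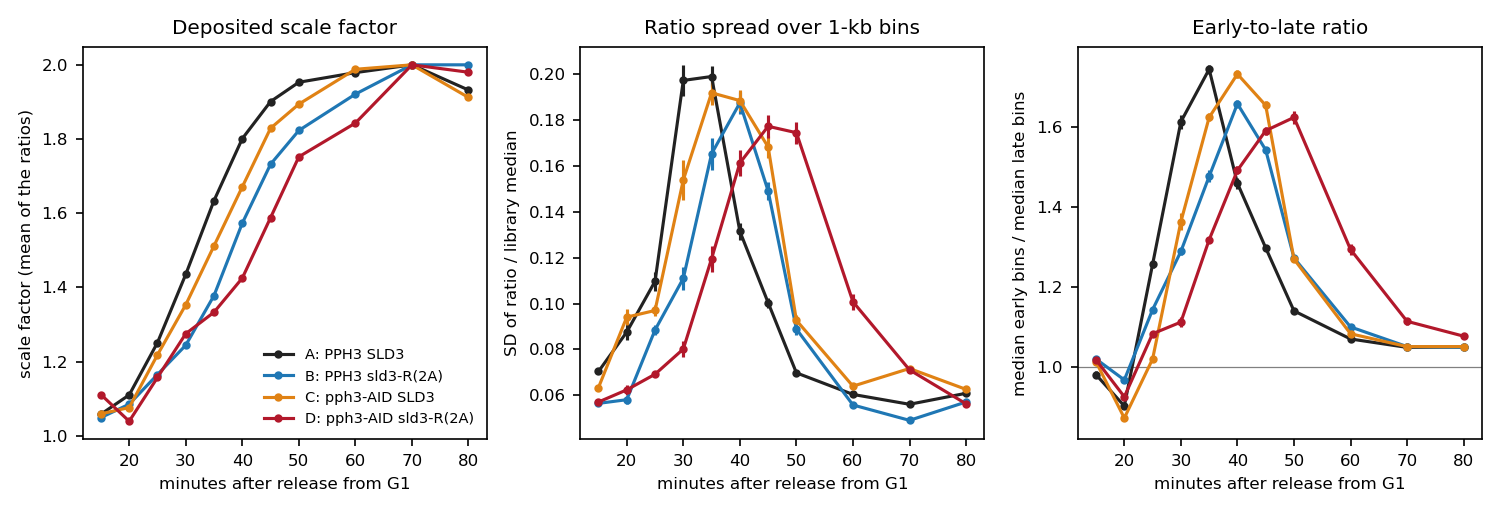
Scale factor (left), ratio spread over 1-kb bins (middle) and early-to-late ratio (right) against minutes after release from G1, with 1 point per library, colours for the 4 strains and bars for the standard error over chromosomes (no bars on the scale factor). The early-to-late ratio peaked at 35 minutes in A, 40 minutes in B and C and 50 minutes in D, and all 4 strains lay below 1 at 20 minutes.

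Trep was obtained for 11260 bins in each strain. Its median was 32.8 minutes (SE 0.55) in A, 39.3 (SE 0.68) in B, 36.3 (SE 0.66) in C and 44.1 (SE 0.75) in D. Compared with A, the median difference per bin was 6.41 minutes (SE 0.17) in B, 3.53 minutes (SE 0.19) in C and 11.09 minutes (SE 0.54) in D. Trep was later than in A in 99.97% of bins in B, 98.86% in C and 99.98% in D. These sizes depended on the deposited scale factors, and factors shared by all strains take out any bulk delay, real or not. With the factors replaced by the mean of the 4 strains at each minute, the alternative that moved them most, the differences from A were 2.65 minutes in B, 2.05 minutes in C and 4.46 minutes in D. Early bins averaged 2.129 in A at 35 minutes, 2.072 in B at 45, 2.213 in C at 45 and 2.165 in D at 50. Means above 2 exceed full replication, so the scale on which Trep is read is approximate. Whether the factors or the choice of bins raised these means was not tested.

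The effect of each change was also compared with and without the other. With Pph3 depleted, sld3-R(2A) delayed Trep by 7.4 minutes (SE 0.37, D minus C), against 6.41 minutes with Pph3 present. With sld3-R(2A), Pph3 depletion delayed Trep by 4.52 minutes (SE 0.37, D minus B), against 3.53 minutes with wild-type SLD3. The median interaction was 1.0 minute (SE 0.17), with quartiles of -0.34 and 2.54 minutes, and it was above 0 in 69.16% of bins. With common factors it fell to 0.166 minutes.

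With the deposited scale factors Trep was more widely distributed in D. Its standard deviation over bins was 5.57 minutes (SE 0.14) in A, 6.12 (SE 0.2) in B, 6.65 (SE 0.22) in C and 8.12 (SE 0.34) in D. The span from the 5th to the 95th percentile was 17.9 minutes in A, 19.7 in B, 20.6 in C and 26.8 in D. The rise of the factors themselves, given above, was also longest in D, at 21.0 minutes against 13.5 in A. The spread of Trep was not recomputed with common factors, so it is not shown to be wider in D apart from the deposited ones. Across bins, which are not independent replicates, Trep in A correlated with Trep in B at r = 0.934, with C at 0.937 and with D at 0.832, and B and C correlated at 0.971.

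The delay was not uniform across the replication programme. Bins were placed in deciles of Trep averaged over the 2 strains outside each comparison, with 1126 bins in each decile. Between D and A the median delay was 6.55 minutes in the earliest decile, 16.2 minutes in decile 9 and 15.1 minutes in the latest, a gap of 8.58 minutes (SE 0.45) between latest and earliest. The corresponding gap was 4.3 minutes (SE 0.16) between C and A and 3.17 minutes (SE 0.35) between B and A. With common scale factors these gaps were 2.66 minutes (C and A) and 1.74 minutes (B and A). Common scale factors moved the gap between D and A most, to 4.32 minutes, and the median delay was then 4.17 minutes in the earliest decile, 2.93 in decile 6 and 8.5 in the latest.

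**Figure D2:**
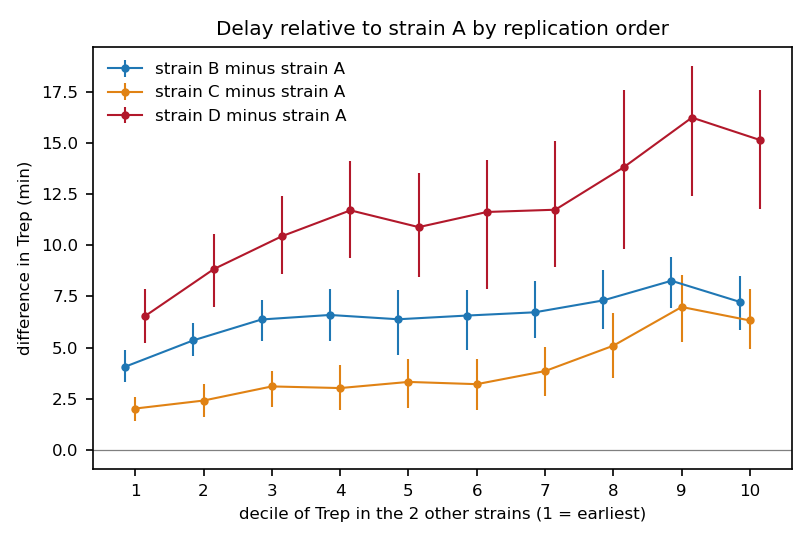
Difference in Trep from strain A in minutes for strains B, C and D, by decile of Trep in the 2 strains outside each comparison (1 is earliest). Points are medians over 1126 bins and bars the quartiles, and the median delay of D rose from 6.55 minutes in decile 1 to 15.1 minutes in decile 10.

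Some of the largest delays fell in runs of neighbouring bins, which share data through the 5-kb running mean, and clustering was not tested. Trep was later in D than in A by more than 20 minutes in 461 bins (4.09%), against 3 bins in B and 0 in C. The longest run of such bins, picked out after its values were seen, covered 34 bins of chromosome XII from position 871001 to 905000. Its median Trep was 38.1 minutes in A, 45.9 in B, 47.4 in C and 61.1 in D. The profile along chromosome XI, which has no long unlisted stretch, has A earliest and D latest over most of its length.

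**Figure D3:**
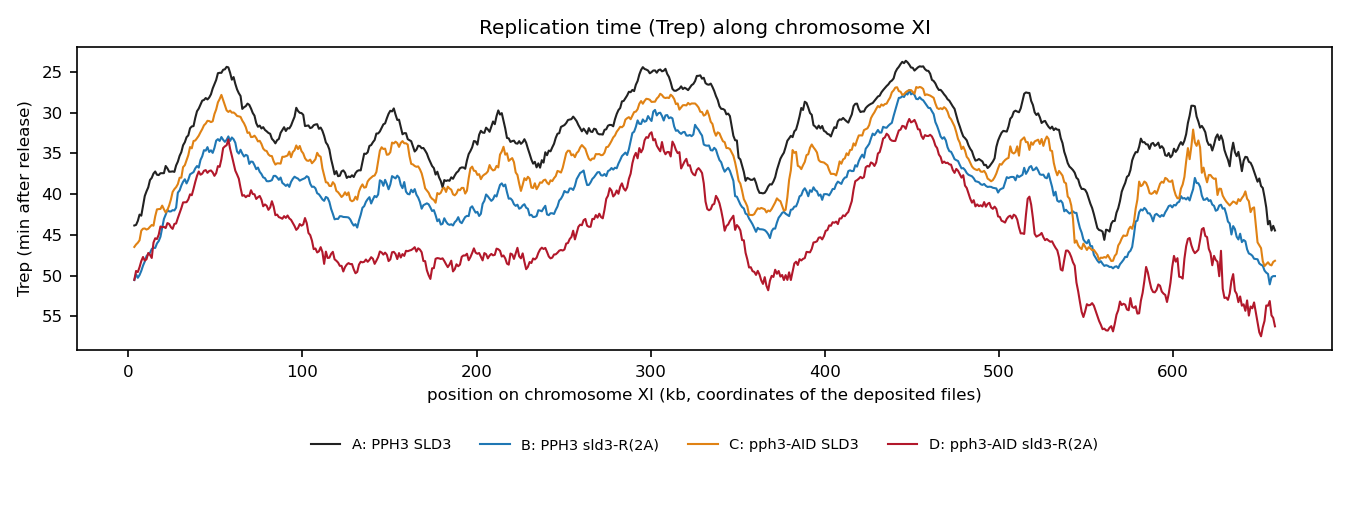
Trep in minutes after release (axis inverted, earlier is higher) against position on chromosome XI in kb for the 4 strains, 1 line per strain from 5-kb running means. Strain A lies highest and strain D lowest over most of the chromosome, and several maxima of A on the left part of the chromosome are shallow or missing in D.

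Timing spread, computed without the scale factors, was 4.35 minutes (SE 0.06) in A, 4.27 (SE 0.09) in B, 4.48 (SE 0.08) in C and 4.92 (SE 0.13) in D. The correction with each strain's mean profile at 15, 70 and 80 minutes gave 3.64, 3.54, 3.51 and 3.66 minutes, so the excess of D over A was not kept. At 70 minutes D had an early-to-late ratio of 1.115, against 1.05 in A, so the correction also divides out part of its late replication. The excess was larger with a 5-kb running mean (3.38 minutes in A and 4.37 in D). It was absent with the 15-minute denominator (5.43 and 5.37 minutes). Relative timing of single bins correlated with that of A at r = 0.562 in B, 0.491 in C and 0.519 in D, and the regression slopes on A were 0.551, 0.505 and 0.586. The same correction moved the correlations most, to 0.855, 0.846 and 0.775. Beyond 3 times the noise of the difference lay 82 bins between B and A, 62 between C and A, 134 between D and A, 97 between D and B and 99 between D and C, and 54 bins for the interaction. Of the 134 bins, 79 were relatively earlier and 55 relatively later in D. These counts were not compared with the number that noise alone would give, so the bins are not shown to differ in timing. The noise of a difference was 3.9 minutes for D and A and 4.27 for C and A. The standard deviation of the differences was little larger, at 4.57 and 4.45 minutes. With a 5-kb running mean the number for D and A was 4717. The threshold was then 2.35 minutes in place of 11.7, while the standard deviation of the differences was 2.89 minutes in place of 4.57. Neighbouring running means share 4 of 5 bins, so this threshold is too low and the 4717 bins are not shown to lie beyond noise.

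The 10 bins chosen by the rule for named loci differed in relative timing between D and A by 15.4 to 19.6 minutes when relatively earlier in D and by -15.21 to -17.97 minutes when relatively later. The largest relative advance, 19.6 minutes, was in the bin at 314001 to 315000 on chromosome XI, but it was 3.9 minutes after 5-kb smoothing and 0.0 after the profile correction. At 429001 to 430000 on chromosome IX the values were 15.7, 7.8 and 5.34 minutes, and Trep was 27.3 minutes in A and 30.1 in D. The largest relative delay was -17.97 minutes at 490001 to 491000 on chromosome XII, which became -4.79 minutes with smoothing and -6.09 with the correction, with Trep at 26.3 minutes in A and 38.2 in D. At 443001 to 444000 on chromosome XIV the values were -15.66, -5.04 and -5.13 minutes, and Trep was 33.9 minutes in A, 43.1 in B, 46.7 in C and 55.1 in D. The bins at 133001 to 134000 on chromosome XIV and at 466001 to 467000 on chromosome VIII were relatively later by -15.27 and -15.21 minutes. They changed sign to 0.76 and 1.96 minutes under the correction. With smoothing they stayed at -2.45 and -5.86 minutes, and Trep was 36.9 and 31.3 minutes in A and 55.6 and 48.1 in D. The bin at 266001 to 267000 on chromosome II, relatively earlier by 15.8 minutes, changed sign to -0.28. Its smoothed value was 9.61 minutes, with Trep at 24.3 minutes in A and 26.6 in D. A sign change under the correction does not show that a difference is technical. D had an early-to-late ratio of 1.115 at 70 minutes, so the correction divides out part of its late replication.

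Peaks in the library of largest ratio spread numbered 111 in A, 80 in B, 92 in C and 56 in D. A prominence of 5 times the noise lowered these to 71, 58, 65 and 28. Of the peaks of B, 46.2% (Wilson interval 35.8 to 57.1%) lay within 5 kb of a peak of A, as did 50.0% of those of C (40.0 to 60.0%) and 39.3% of those of D (27.6 to 52.4%). Peak sets rotated along the genome 1000 times shared a median of 10.0%, 9.78% and 10.7% of peaks with A.

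Chromosome ends comprised 864 bins. The median Trep of ends minus that of other bins was 3.1 minutes in A, 4.35 in B, 3.76 in C and 0.79 in D. The median relative timing of ends was -0.52 minutes in A, -1.8 in B, -0.35 in C and 0.08 in D. The difference in relative timing at ends was -1.32 minutes (SE 0.26) between B and A, 0.15 (SE 0.17) between C and A, 0.96 (SE 0.37) between D and A, 2.18 (SE 0.28) between D and B and 0.74 (SE 0.34) between D and C. Of the rotations, 5.53% gave a value as high for D and A, 0.17% for D and B and 99.91% for B and A. The interaction at ends was 2.0 minutes (SE 0.29), a value reached by 0.16% of rotations. The difference between B and A changed sign to 0.447 minutes when the 15-minute library of each strain served as denominator, the alternative that moved it most, and the interaction was then 0.835 minutes.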

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

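All 3 tests of the pattern at chromosome ends were chosen after the result had been seen. The sld3-R(2A) allele shifted the relative timing of chromosome ends in opposite directions in the 2 Pph3 backgrounds. Ends were relatively later with the allele when Pph3 was present, by -1.32 minutes (B minus A), and relatively earlier when Pph3 was depleted, by 0.74 minutes (D minus C), a gap of 2.06 minutes between the effects. The difference was not tested between cultures, since each strain had 1. Ends were later in B than in A on 15 of 16 chromosomes, and earlier in D than in C on 12 of 16.

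Noise in the G1 library of a strain is a candidate technical explanation, because every time point of the strain shares that denominator. After division by each strain's mean profile at 15, 70 and 80 minutes, the difference between B and A at ends was 0.08 minutes, so the 2 effects no longer had opposite signs, and the difference between D and C was 1.02 minutes. The ratio of ends to the rest of the genome was already 1.026 in A and 0.999 in B at 15 minutes, and 1.018 and 0.99 at 80 minutes, when little replication contrast is left. At 70 minutes it was 1.007 in A and 0.991 in B. In C and D it was 1.017 and 1.013 at 15 minutes, 0.994 and 0.978 at 70 and 1.034 and 1.038 at 80. A shared denominator would keep the sign of such an offset, which held for A and B but not for C and D. The same layout of bins placed elsewhere rarely gave an interaction as high without the correction, in 0.16% of rotations. After the correction 38.2% were as high, so the interaction is then not shown to be particular to ends. For the uncorrected D minus C difference alone, 8.37% of rotations were as high. In Trep the directions stayed opposite after the correction, though the part of B shrank. The delay of B against A was 7.88 minutes at ends and 6.34 elsewhere before the correction, and 7.04 and 6.33 minutes after it, then later at ends by 0.7 minutes. The delay of D against C was 5.95 minutes at ends and 7.52 elsewhere before it, and 5.6 and 7.4 minutes after it. The G1 libraries may thus contribute to the pattern in both measures, and the tests leave the origin of the rest open. The correction has a limit of its own, since D still had an early-to-late ratio of 1.115 at 70 minutes, so part of its late replication is divided out. GC content at ends was not tested, as no genome sequence was used here.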

How the results depend on the processing

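No test between strains was possible, so a value counted as changed when it moved by more than its jackknife standard error, a count when it moved by more than 1.5 times, or a share of peaks when it left its Wilson interval, which are narrow margins. Apart from leaving out time points, 103 values changed, 4 reversed and 100 did not change. Common scale factors, monotone scale factors and the mean-profile correction were chosen after the data had been seen. Monotone factors, the library mean as scale, leaving out chromosome ends, and the 9-kb window changed no result they were run on. Monotone factors could hardly do so, since Trep is made monotone in time anyway.

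The order of the strains in Trep held under every alternative run, but its size did not. With common factors the differences were 2.65 (B minus A), 2.05 (C minus A), 4.46 (D minus A), 1.84 (D minus B), 2.59 (D minus C) and 0.166 minutes (interaction). Common factors take out any bulk delay between strains by construction, so this fall does not show whether the deposited factors are right. The centroid of the early-to-late ratio uses no scale factor. It was later in D than in A by 9.33 minutes, and by at least 6.79 minutes under every alternative run. With the midpoint of each bin's own range the Trep differences were 6.63 (B minus A), 11.8 (D minus A), 5.1 (D minus B), 8.22 (D minus C) and 1.57 minutes (interaction). Without smoothing B minus A was 6.16 minutes.

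The centroid differences of B and C from A reversed to -0.127 and -0.158 minutes with early and late bins from strain A alone, and D minus A was 6.79 minutes. Bins picked from A kept A's own deviation, as its early-to-late ratio with them was 1.129 at 80 minutes, against 1.015, 1.008 and 1.031 in B, C and D. The largest early-to-late ratios were then 1.759, 1.506, 1.536 and 1.404 in A to D. With 20% of bins they were 1.63, 1.571, 1.621 and 1.521, and the centroid differences 4.02 (C) and 9.8 minutes (D). With the 15-minute denominator they were 1.863, 1.711, 1.802 and 1.671, and the centroid differences 1.78, 2.32 and 7.3 minutes for B, C and D. With the mean-profile correction they were 1.788, 1.668, 1.769 and 1.566, and the centroid of D was later by 9.77 minutes. The cause of these shifts was not tested.

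The largest ratio spread was 0.189, 0.181, 0.183 and 0.169 in A to D with a 5-kb running mean and 0.236, 0.224, 0.233 and 0.211 with the median absolute deviation. Timing spread in A to D was 5.43, 4.68, 4.73 and 5.37 minutes with the 15-minute denominator, 3.38, 3.67, 3.46 and 4.37 with a 5-kb running mean, and 3.64, 3.54, 3.51 and 3.66 with the correction. D lay below A in the first of these, above it with the running mean and close to it in the last.

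Correlations of relative timing with A, in B, C and D, rose under each of 4 settings. They were 0.688, 0.676 and 0.665 with the 15-minute denominator, 0.827, 0.801 and 0.749 with a 5-kb running mean, 0.749, 0.713 and 0.638 with the area to 50 minutes, and 0.855, 0.846 and 0.775 with the correction. The slopes on A were 0.592, 0.589 and 0.658 with the 15-minute denominator, 0.899, 0.822 and 0.97 with the running mean, 0.722, 0.693 and 0.541 to 50 minutes, and 0.832, 0.815 and 0.779 with the correction. The cause was not tested.

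Bins beyond the noise with a 5-kb running mean numbered 3181 (B minus A), 2517 (C minus A), 4717 (D minus A), 4124 (D minus B), 3777 (D minus C) and 2517 (interaction), but neighbouring means share bins, which lowers the noise estimate, so these bins are not shown to lie beyond noise. For D minus A there were 89 with the 15-minute denominator and 210 with the correction. Peaks at 5 times the noise fell to 71 in A and 28 in D. Peaks shared with A within 3 kb were 31.2% in B, 37.0% in C and 26.8% in D.

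At chromosome ends, B minus A reversed to 0.447 minutes with the 15-minute denominator and 0.081 with the correction. The 15-minute denominator gave 0.632 (C minus A), 1.61 (D minus A), 1.3 (D minus B), 1.15 (D minus C) and 0.835 minutes (interaction). The correction gave 1.35 (D minus A), 1.26 (D minus B) and 0.943 minutes (interaction). Ends within 15 kb gave -2.125 (B minus A), 2.71 (D minus B) and 2.54 minutes (interaction). D minus A stayed positive under the alternatives run.

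Leaving out 1 time point at a time was not run on chromosome ends, peaks or ratio spread, and it reversed none of the results it was run on. The fits gave 2.57 to 3.83 minutes for the centroid of B minus A, 2.9 to 4.36 for C minus A and 8.24 to 10.04 for D minus A. Largest early-to-late ratios ran from 1.606 to 1.753 in A, 1.544 to 1.664 in B, 1.655 to 1.75 in C and 1.592 to 1.635 in D. Trep differences ran from 6.13 to 6.53 minutes (B minus A), 3.33 to 3.69 (C minus A) and 4.15 to 4.96 (D minus B). Correlations with A ran from 0.531 to 0.629 in B, 0.457 to 0.567 in C and 0.492 to 0.573 in D, and slopes from 0.521 to 0.628, 0.472 to 0.58 and 0.562 to 0.654. Timing spread ran from 4.02 to 4.61 minutes in A, 4.01 to 4.47 in B, 4.11 to 4.7 in C and 4.54 to 5.1 in D.

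The planned measures at annotated origins and the centromere and origin classes were not run, because no annotation of these elements was used here. No paired analysis was possible because each strain had 1 library per minute and no result comes from a test between groups.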

Other observations

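Chosen after the pattern had been seen were the 15-minute and between-strain tests of the 20-minute dip, both tests of the persistent bin deviation, the test of the factor of D at 15 minutes, the comparison at equal bulk content and the test of synchrony. The other tests were set before the values they measure were known, but the monotone factors, common factors and mean-profile correction that some of them use were added after the data had been seen.

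Early bins lay below late bins at 20 minutes in all 4 strains, with early-to-late ratios of 0.904 in A, 0.969 in B, 0.874 in C and 0.927 in D. The opposite order would be seen if early origins had started to fire, and from 25 minutes early bins lay above late bins in all 4 strains. The dip was not a property of the G1 denominators, because the 15-minute libraries share them and had a mean early-to-late ratio of 1.009. A loss of DNA close to firing origins would lower the peaks of A against bins 10 to 20 kb away in every strain, and this local contrast was lower at 20 than at 15 minutes in 2 of 4 strains. The 20-minute profiles correlated between strains with r of at least 0.36, against at most 0.13 at 15 minutes, so the dip was shared between strains. Later libraries were correlated too, with r of at least 0.343 at 25 minutes, and the 20-minute pattern of the other strains correlated with their Trep at 0.684 to 0.73. The pattern thus followed replication order, which an effect of the preparation of the 20-minute libraries or a biological one could produce. The coefficient of the pattern was higher at 25 than at 15 minutes in B (0.358 against 0.101), C (0.765 against 0.263) and D (0.275 against 0.161). In A it was lower, 0.399 against 0.444. A carry-over into 25 minutes would raise it in every strain, and with 1 library per strain and minute the question stays open. GC content was not tested, as no genome sequence was used here, so a technical and a biological origin of the dip cannot be told apart.

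Single bins kept their deviation within a strain. The 15- and 80-minute libraries of one strain, before and after most replication, correlated at 0.434 to 0.568, while those of different strains correlated at no more than 0.088. A property of the bins common to the strains would give similar values for both, and this was not seen. Noise in the G1 library of each strain is a candidate explanation. A difference specific to the DNA of a strain was not tested. Either may set part of the low correlation of relative timing between strains. Several of the named single bins lost their difference under the mean-profile correction, which also divides out part of the late replication of D.

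The scale factor of D was 1.111 at 15 minutes and 1.039 at 20 minutes. Its early-to-late ratio of 1.019 at 15 minutes lay within the range of the other strains (0.982 to 1.021). This does not decide whether the factor was set too high, because A at 20 minutes had a factor of 1.11 with a ratio of 0.904, and C at 25 minutes 1.218 with 1.021. How the factors were set is not stated.

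The larger delay of late bins in D was tested against technical explanations and a stretched time axis. The gap between the latest and earliest decile was 8.58 minutes as reported, 8.31 minutes without the 20-minute libraries, 6.2 minutes after the mean-profile correction and 4.32 minutes with common scale factors. None of these 3 removed it, but with common factors the median delay no longer rose over the first 6 deciles, from 4.17 to 2.93 minutes, so that part of the trend depends on the deposited factors. Monotone factors gave 8.59 minutes, which decides nothing, as Trep is monotone already and the factors fall far from its crossing. At an equal bulk content of 1.5 the early-to-late ratio of D differed from that of A by -0.113 (SE 0.01), at 1.25 by -0.149 (SE 0.011) and at 1.75 by 0.08 (SE 0.018). The other strains departed from A as well, C by -0.049, -0.151 and 0.145 and B by -0.061, 0.043 and -0.059 at 1.5, 1.25 and 1.75. A simple stretch of S phase would give no difference at equal bulk content. Bulk content was read from the deposited factors, however, and errors in them would give such differences too. The comparison therefore does not decide on a stretch in B, C or D. With 1 culture per strain it also cannot be told whether the differences exceed the spread between cultures. The rise of a bin from 1.25 to 1.75 took a median of 9.64 minutes in A, 11.99 in B, 10.64 in C and 16.87 in D, and a less synchronous culture would lengthen it too.

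Peaks of A were flatter in D. At the 111 peaks of A, the largest excess of the median-scaled ratio over bins 10 to 20 kb away was 0.174 in A, 0.093 in B, 0.108 in C and 0.051 in D. Peaks chosen in A could favour A, so the comparison was repeated at the 172 peaks of B and C, where D had 0.093 against 0.177 in A, a quotient of 0.53. After the mean-profile correction the quotient was 0.47. Neither removed the difference. The 172 peaks pool 80 of B and 92 of C, and 41 of each lay within 5 kb of the other strain's peaks. Some loci were thus counted from both strains. Within 5 kb of a peak of A lay 37 peaks of B and 46 of C, so the set removes the choice by A only in part. The quotient for the early-to-late contrast over the whole genome was 0.84. At the 56 peaks of D, which could favour D, the local contrast was 0.091 in D and 0.11 in A, a quotient of 0.83, so the size of the flattening depended on the peaks used. Less synchronous release would lower small timing gaps more than large ones, and it cannot be told apart from fewer origins firing per cell in D. The latter is a hypothesis, and no origin annotation was used to test it further.

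Chromosome ends were relatively earlier in D than in A by 0.96 minutes. After the mean-profile correction the difference was 1.35 minutes, so the correction did not remove it. Rotating the class gave a median as high in 5.53% of rotations, so the same layout of bins placed elsewhere at times shifted as much. The shift is therefore not shown to be particular to chromosome ends. Trep of ends exceeded that of other bins by 0.79 minutes in D and by 3.1 minutes in A.

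The order of B and C depended on the measure. Trep placed B after C, with medians of 39.3 and 36.3 minutes, while the centroid of the early-to-late ratio, which uses no scale factor, placed C after B at 43.74 and 43.11 minutes. With early and late bins from strain A alone the centroids were nearly equal, 42.01 minutes in C and 42.04 in B. The other settings kept C after B. Centroid delays of C and B from A were 4.02 and 3.34 minutes with 20% of bins. They were 2.32 and 1.78 minutes with the 15-minute denominator, and 3.58 and 3.09 minutes with the mean-profile correction. Leaving out single time points kept C after B in every fit, but barely so without 25 minutes (2.9 and 2.86 minutes). With common factors the Trep delays from A were 2.65 minutes in B and 2.05 minutes in C. Common factors take out any bulk difference between the strains, so this does not show whether the gap in Trep is real.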
